A study of Homo sapiens with 8 samples.

How the data were processed

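Polyadenylated RNA from 8 cultures of A-498, an established human kidney cancer cell line, was sequenced. The labels described 4 derived lines with 2 replicates each. Control line 1 and control line 2 carried different non-targeting single guide RNAs, and 2 lines labelled ANXA4 knockout (KO) carried different guide RNAs against ANXA4, the gene of annexin A4. Each guide RNA was thus represented by a single line, so a guide and a line could not be separated. Per the labels, equal numbers of cells were seeded and grown for 1 day without reaching confluence, RNA was isolated with removal of genomic DNA, and libraries were made after polyA selection and sequenced on an Illumina NovaSeq instrument.

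Per the file header, the authors counted reads per gene with featureCounts and named the genes by Entrez identifiers. Neither the header nor the labels stated an aligner, a genome build, an annotation, strand use in counting, a normalization tool or a test. The deposited values were a normalized signal on a linear scale, 1 column per library with no replicates pooled. Of the values above 0, 100% were whole multiples of the smallest value of their column, with a largest relative deviation of 8.45e-10. The deposited signal was therefore a whole read count divided by 1 factor per library, and multiplying back gave whole reads. The factors recovered from the deposited values differed from the median-of-ratios size factors computed with DESeq2 by at most 3.65e-10 (relative). The table held 28395 genes, of which 7487 were at 0 in all 8 libraries. Gene symbols and chromosomes were taken from the RefSeq annotation of GRCh38.p14 and used for names, chromosome membership and gene order only. A symbol was found for 27745 identifiers, and the 650 others held 0.0332% of the reads. No coordinates are given because no build was stated for the counts. One position along a chromosome is not reported here.

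The recovered depth ranged from 15784890 to 22631588 reads per library. Reads carried no molecular identifiers, so limits derived from counts cover counting error only. A gene was treated as at the floor of detection where every library of a group held at most 3 reads. Folds against such a group were computed against that floor and are lower bounds. Mitochondrial genes held 4.67% to 13.8% of the reads.

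Tests were made with limma 3.58.1 in R 4.3.3 on log2(value + 1), so fold changes are on that scale and understate the change of genes with low values. Genes with a value of at least 10 in at least 2 libraries were tested, which left 14040. KO was compared with control over all 8 libraries by lmFit and eBayes with a mean-variance trend. The correlation between libraries of a line entered through duplicateCorrelation and was estimated at 0.33. Single lines were compared in 1 model with a mean per line. P-values were adjusted by Benjamini-Hochberg over the 14040 genes, and an adjusted p under 0.05 was counted as a call. ANXA4 was also tested by a two-sided exact permutation test. Preset lists of genes were tested with camera (inter-gene correlation 0.01) and, as alternatives, with fry and with camera and an estimated correlation. Except on line means, the list tests of KO against control took all libraries as independent, without the correlation between libraries of a line. The effects of the 2 KO-labelled lines were compared in pairs of lines that shared no library. Where they were compared against the same control libraries, all lines, controls included, were simulated 20 times as unchanged around 1 mean per gene. The variation between lines of each gene was estimated from the differences within each arm, that between the KO-labelled lines included. Medians per chromosome were set against 1000 random sets of genes of the same size.

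The comparisons, the lists and the rule for naming genes were fixed before the data were examined. ANXA4 was named first. The 5 largest rises and the 5 largest falls between KO and control followed, among genes with an adjusted p under 0.05, a mean value of at least 50 and all 4 KO libraries on the same side of all 4 control libraries. The 2 largest rises and the 2 largest falls were named for each comparison of lines under the same conditions. The other annexins were named with their result. The 11 lists were annexins other than ANXA4, the unfolded protein response with ATF4 targets, cell cycle, cholesterol synthesis, extracellular matrix, hypoxia and HIF targets, interferon-stimulated genes, lysosome, NF-kB targets, p53 targets and YAP targets.

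The replicate numbers came from the sample titles. The difference between replicate 2 and replicate 1 was correlated across genes for each of the 6 pairs of lines. Pearson's r was between 0.285 and 0.501 in all 6 pairs, above the limit of 0.1 set for calling the numbers paired. Fits with the replicate number as a block were therefore printed beside results that they changed. Replicates of a line were not repeats of 1 library. Their log2 values correlated at 0.978 to 0.987, and a chi-square test of their reads gave 18.1 to 70.6 per degree of freedom.

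Alternatives covered the pseudocount (0.1 and 10), the filter on low values, the scaling (equal totals, TMM from edgeR 4.0.16, quantiles), the treatment of lines, the replicate block, count models on the recovered reads (the quasi-likelihood test of edgeR, and DESeq2 1.42.0), and leaving out each library and each line. After the data were seen, 3 further alternatives were added. The first removed a running median over 51 neighbouring genes from each library, the second removed trends on GC content and length, which were known for 97.2% of the tested genes, and the third combined the gene-order windows with the replicate block. Leaving out single libraries was also extended after the data were seen to the differences between control lines and between KO-labelled lines.

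The fits were tested on simulated reads drawn from the means, depths and spread within lines of the real libraries, with 200 of 14040 genes changed. Where variation between lines was drawn, its SD was 0.24 (log2) for all genes. The real lines held far larger differences, such as 8.39 for BASP1 between the control lines, so false calls may be more frequent there. The KO against control fit recovered 151 of the 200 and made 27 false calls, so its share of false calls was above the nominal level. Taking the 8 libraries as independent recovered 171 with 147 false calls, and line means recovered 142 with 9. The comparison of a single line recovered 179 with 9 false calls, in reads simulated without variation between lines, so this step does not show how many genes differ between unrelated lines. A simulated list shifted by 1 on the log2 scale was called and 0 of the other lists were. Genes were drawn independently, so this does not show how often lists of correlated genes are falsely called. In the real libraries the correlation estimated within lists was 0.043 (p53 targets) to 0.347 (cholesterol synthesis). A simulated shift of a whole chromosome was found at a median of -0.38 and was brought to -0.01 by the gene-order windows. The replicate comparison recovered 190 of 200 changed genes with 5 false calls.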

Results

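The series measured how loss of ANXA4 changed the transcriptome of A-498 cells. It comprised 8 RNA-seq libraries, 2 replicates from each of 2 control lines and 2 lines labelled ANXA4 KO. Control line 1 gave 18819344 and 17610801 reads in replicates 1 and 2, and control line 2 gave 20562734 and 16504991. The line labelled KO guide 1 gave 22631588 and 17252207 reads, and the line labelled KO guide 2 gave 16904423 and 15784890. Between 13290 and 13781 genes had at least 10 reads in a library. Replicates of a line correlated at 0.978 to 0.987 (Pearson's r of log2 values across genes), and in each line this exceeded the highest correlation with a library of another line, which lay between 0.973 and 0.978.

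The targeted gene was examined first, to check the labels. ANXA4 (Entrez gene 307, chromosome 2) had normalized read counts of 2821 and 3614 in control line 1 and of 3858 and 6773 in control line 2. In the line labelled KO guide 1 the counts were 235.6 and 234.4, from 301 and 226 reads. They were 3433 and 4142 in the line labelled KO guide 2, from 3319 and 3431 reads, within the range of the control libraries. The line means were 3217 ± 561 and 5315 ± 2061 for the control lines, 235 ± 0.856 for the line labelled KO guide 1 and 3787 ± 501 for the line labelled KO guide 2 (SD, n = 2 each). A count of reads per gene does not show a frameshift or the protein, which were not analysed here. Because the ANXA4 transcript was not lower in the line labelled KO guide 2, every direction given here for KO against control refers to the labels.

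**Figure D1:**
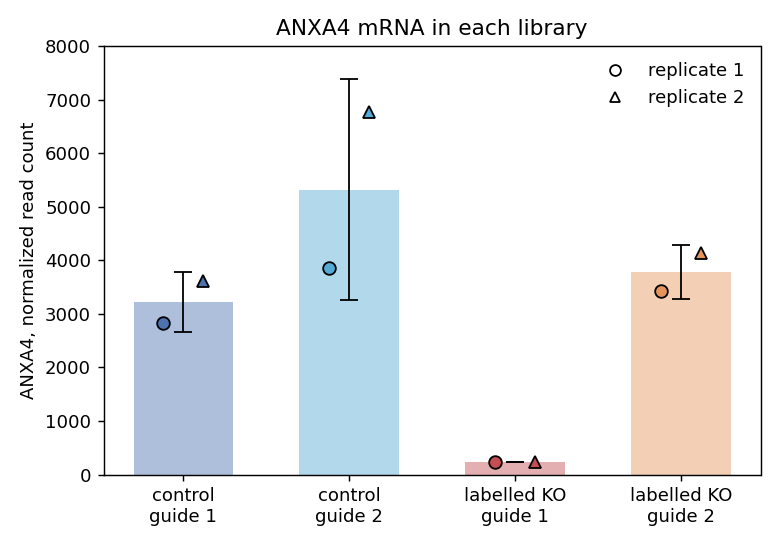
Normalized read count of ANXA4 (y axis, linear from 0) in the 4 lines (x axis). Bars are means of 2 libraries, error bars are 1 SD, and symbols are single libraries. The line labelled KO guide 1 lies at 235, and the line labelled KO guide 2 lies at 3787, between the means of the 2 control lines.

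Over the arms, ANXA4 was 2011 ± 2071 in the KO-labelled libraries and 4266 ± 1729 in the control libraries (SD, n = 4 each), a log2 fold change of -2.10 (SE 0.90, limma adjusted p 0.407). A two-sided exact permutation test over the libraries gave p = 0.229, where 0.0286 was the smallest p possible with 70 arrangements. Line means, of which there were only 2 per arm, gave an exact permutation p = 0.667 and allowed none under 0.333. The fold change was -1.09 with the quasi-likelihood test of edgeR, which averages on the scale of reads. Against both control lines, ANXA4 changed by -4.10 (SE 0.22, limma adjusted p 5.88e-05) in the line labelled KO guide 1 and by -0.10 (SE 0.22, limma adjusted p 0.818) in the line labelled KO guide 2. The latter sign changed to 0.33 after removal of gene-order windows and to 0.10 without replicate 2 of control line 2. A direct comparison of the 2 KO-labelled lines gave a difference of 3.998 (SE 0.25, limma adjusted p 0.00014). The control lines differed by 0.68 (SE 0.25, limma adjusted p 0.22), which was called with the replicate number as a block (adjusted p 0.014). The reads of ANXA4 are uncertain to the extent that the annotated transcript SMANTIS overlaps the gene, since strand use was not stated.

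The question of the series was which genes differ between ANXA4 KO and control cells. Of 14040 genes tested, 33 were called, 18 higher and 15 lower in the KO-labelled lines, and 1615 had an unadjusted p under 0.05. Of the 33, 32 changed at least 2-fold. All 33 were also called, in the same direction, in each KO-labelled line against both control lines, and 0 were called between the KO-labelled lines. The fit itself selects genes on which the lines of an arm lie close together, and both comparisons used the same controls, so these counts are no separate check. In all 33 the 4 KO-labelled libraries lay on one side of the 4 control libraries. This separation held for 1492 of the 14040 tested genes (10.6%), where chance gives 2.86% for independent libraries. Libraries of a line were correlated (0.33), which raises the share that chance gives, so the difference between these shares does not show an effect of the knockout. The treatment of the lines moved the count most. A separate mean for each line, which takes no account of variation between lines, gave 1474 genes. Line means gave 0 genes, with 1086 at an unadjusted p under 0.05 and a smallest adjusted p of 0.387. With the replicate number as a block, 37 genes were called, 25 of them among the 33. Without replicate 1 of the line labelled KO guide 2 the count fell to 7, and without replicate 1 or replicate 2 of control line 1 it was 14 and 12.

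Among called genes with a mean value of at least 50, the largest rise was that of RASSF6 (Entrez gene 166824, chromosome 4), from 61.9 ± 27.2 in control to 297.5 ± 45.4 normalized counts in KO-labelled libraries (SD, n = 4 each; log2 fold change 2.34, SE 0.32, limma adjusted p 0.0186). ELF3 (chromosome 1) rose from 384 ± 111 to 1446 ± 374, a log2 fold change of 1.92 (SE 0.29, adjusted p 0.0245). AGMO (chromosome 7) rose by 1.88 from 28.9 ± 4.96 to 111 ± 32.7, LRATD2 (chromosome 8) by 1.82 from 431 ± 140 to 1503 ± 373, and TNFRSF9 (chromosome 1) by 1.79 from 125 ± 33.6 to 428 ± 86.2. Their limma adjusted p-values were 0.0307, 0.0352 and 0.0371. With the replicate number as a block these 3 genes were no longer called, at 0.0573, 0.0645 and 0.0825.

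Under the same minimum, the largest fall was that of TM4SF18 (Entrez gene 116441, chromosome 3), from 155 ± 115 to 7.03 ± 2.26 (log2 fold change -3.95, SE 0.58, limma adjusted p 0.0238). The control lines were far apart for this gene, at 56.1 and 56.2 in control line 1 and at 233 and 273 in control line 2. After removal of gene-order windows its adjusted p was 0.0539. LOXL3 (Entrez gene 84695, chromosome 2) fell from 241 ± 36.3 to 29.7 ± 5.47, a log2 fold change of -2.99 (SE 0.25, adjusted p 0.0017). MARCHF4 (chromosome 2) changed by -2.49 from 160 ± 44.6 to 28.0 ± 9.60, SEMA5A (chromosome 5) by -1.96 from 484 ± 87.6 to 123 ± 18.8, and IL7R (chromosome 5) by -1.81 from 430 ± 57.3 to 124.5 ± 30.7. Their adjusted p-values were 0.0245, 0.00698 and 0.0238. LOXL3 overlaps HTRA2 and DOK1 in the annotation, and TM4SF18, MARCHF4 and SEMA5A overlap antisense genes, so their counts are uncertain where strand was not used. Without replicate 1 of the line labelled KO guide 2, 7 of the 10 named genes lost their call, and LOXL3, SEMA5A and IL7R were still called. Without replicate 1 or replicate 2 of control line 1, 6 and 7 lost it, and without replicate 1 of control line 2, 5 did. LOXL3 and SEMA5A were called in all 8 fits that each left out 1 library.

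**Figure D2:**
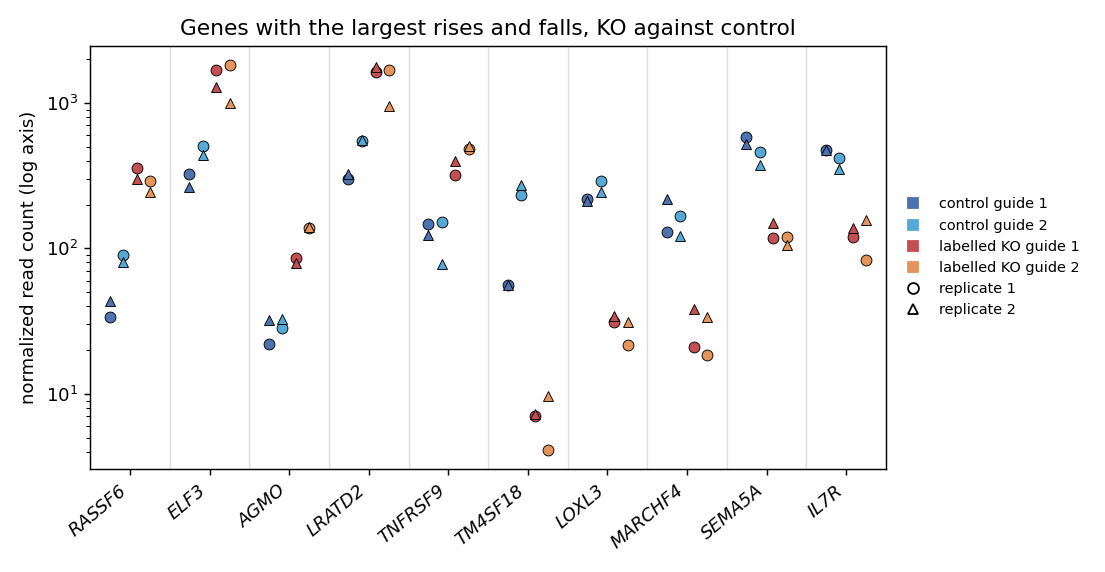
Normalized read counts (y axis, log scale) of the 5 genes with the largest rises and the 5 with the largest falls among called genes with a mean value of at least 50 (x axis) in each of the 8 libraries. Colours give the line and symbols the replicate, and in each gene the 4 KO-labelled libraries lie on one side of the 4 control libraries.

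Of the 10 other annexins tested, 0 were called over all genes and 3 were called adjusted over the list alone. Over all genes, DESeq2 called ANXA10 (adjusted p 6.46e-05) and ANXA6 (0.00101), and a separate mean for each line called ANXA10 (0.0016), ANXA3 (0.0104) and ANXA6 (0.0141). ANXA10 was at 437 ± 346 in control and 90.2 ± 20.04 in KO-labelled libraries (SD, n = 4 each), a log2 fold change of -1.95 (SE 0.50), with a limma adjusted p of 0.159 over all genes and 0.0176 over the list alone. ANXA6 changed by -0.50 (adjusted p 0.178, and 0.0176 over the list alone) and ANXA3 by 0.49 (adjusted p 0.288, and 0.0467 over the list alone). The changes were 0.28 for ANXA7, 0.22 for ANXA9, 0.21 for ANXA11, 0.12 for ANXA5, 0.12 for ANXA1, 0.03 for ANXA2 and -0.07 for ANXA8, with adjusted p-values from 0.448 to 0.981. The sign of ANXA2, ANXA5, ANXA8, ANXA9 and ANXA1 changed in at least 1 alternative. ANXA8 had at most 15.5 normalized counts and has a near-identical copy, so its value is uncertain. ANXA1 was higher in the line labelled KO guide 1 than in the line labelled KO guide 2 by 0.56 (-0.56 for guide 2 minus guide 1, limma adjusted p 0.0462).

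Each KO-labelled line was then compared with both control lines. The line labelled KO guide 1 differed in 984 genes (537 higher, 447 lower) and the line labelled KO guide 2 in 1573 (637 higher, 936 lower). Simulations that redrew all lines, controls included, as unchanged gave means of 1022 genes (916 to 1084 in 20 draws) for the first line and 1040 (946 to 1137) for the second. Without the replicate block, the only setting simulated, the count for KO guide 1 lay within this range and that for KO guide 2 above it. The simulated variation between lines came partly from the difference between the KO-labelled lines, which may hold effects of the guides. A count within the range therefore does not show the absence of an effect. Control line 2 differed from control line 1, with no knockout in either, in 299 genes (148 higher, 151 lower). The KO-labelled lines differed from each other in 975 genes (339 higher and 636 lower in guide 2). With the replicate number as a block, these 4 counts rose to 3432, 3851, 1752 and 3442. Single libraries also decided them. Without replicate 2 of control line 1, 332 genes were called for KO guide 1, 814 for KO guide 2 and 504 between the KO-labelled lines, and without replicate 1 of that line 398, 813 and 504. Without replicate 2 of control line 2, 577 were called for KO guide 1. Leaving out replicate 1 or replicate 2 of the line labelled KO guide 1 left 105 and 104 genes between the control lines.

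**Figure D3:**
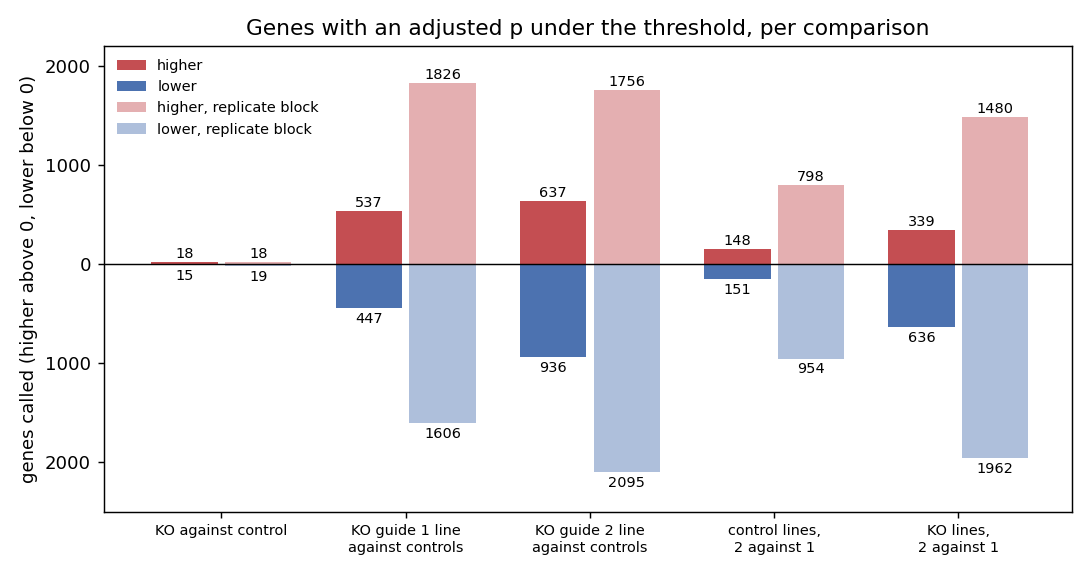
Number of genes with an adjusted p under 0.05 (y axis; higher drawn upwards, lower drawn downwards) in 5 comparisons (x axis), without and with the replicate number as a block. The control lines, which carried no knockout, differed in 299 genes without the block and in 1752 with it.

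Several of the largest differences between lines were in genes at the floor in a single line. MYEOV was 728 ± 35.96 in the line labelled KO guide 1, 4.24 above the mean of the control lines on the log2 scale, but control line 2 had only 1.72 and 2.27 counts and control line 1 had 477 and 513. MISP was 2.95 above the mean of the control lines (SE 0.32, limma adjusted p 0.00185), which were apart, at 22.1 and 20.8 in control line 1 and 232 and 103 in control line 2. KCNIP1 was at the floor in that line, at least 33.0-fold lower than in control, and LAMA4 changed by -5.71 against the mean of the control lines (SE 0.50, adjusted p 0.000752). For LAMA4 the controls were also apart, at 1185 and 1203 in control line 1 and 57.6 and 75.9 in control line 2. In the line labelled KO guide 2, ADAM23 had 0 reads in both libraries against 250 ± 25.9 in control (SD, n = 4), at least 69.1-fold lower, and PODXL2 was at least 174-fold lower. MYL9 was 5.26 higher in that line and HNF4A 3.14 higher (SE 0.34, adjusted p 0.0016). MYL9 was itself at the floor in control line 1 and at 882 ± 28.9 in control line 2 (SD, n = 2), at least 283-fold higher.

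Between the control lines, BASP1 also rose, from 3.52 ± 2.38 to 1409 ± 135 (SD, n = 2 each; log2 difference 8.39, SE 0.31, limma adjusted p 3.08e-06). MYEOV was at least 145.6-fold lower in control line 2, and CGREF1 was lower by a log2 difference of -5.61 (SE 0.25). Between the KO-labelled lines, KCNIP1 was at least 44.9-fold higher in guide 2 and KRT75 was higher by 5.25 (SE 0.81, adjusted p 0.00972). ADAM23 and PODXL2 were at least 111-fold and 92.9-fold lower in guide 2. CGREF1 overlaps KHK, KCNIP1 overlaps KCNMB1, and LAMA4, BASP1, MYL9 and HNF4A overlap antisense genes, so their counts are uncertain where strand was not used.

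The effects of the 2 KO-labelled lines were set against each other in pairs of lines that shared no library. Across the 14040 genes, which are not independent replicates, KO guide 1 minus control 1 and KO guide 2 minus control 2 had a Pearson's r of 0.144 (Spearman's rho 0.152), with 54.7% of genes of the same sign. The crossed pairs had an r of 0.164 (rho 0.124, 53.6%). Within replicate 1 and within replicate 2, r was 0.161 and 0.0866 for the direct pairs and 0.195 and 0.0281 for the crossed pairs. The difference between the control lines and the difference between the KO-labelled lines had an r of -0.0161 (rho 0.0352, 51.6%), and of -0.0276 and 0.0593 within the replicates. Their covariance equals that of the direct pairs minus that of the crossed pairs, so this r is no separate background. Without replicate 1 of the line labelled KO guide 2 the first 2 values of r were 0.0543 and 0.071, and without replicate 2 of control line 2 the direct pairs gave 0.0816. Against the same control libraries, the 2 lines correlated at 0.419, where unchanged lines simulated along with their controls gave 0.348 (0.296 to 0.396 in 20 draws). They shared 381 called genes, against 350 in the simulation (308 to 405). Of these, 363 had the same sign, against 289 (249 to 335).

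Of the 11 preset lists, 6 were called by camera, which took the 8 libraries as independent. Lower in the KO-labelled lines were extracellular matrix (median log2 fold change -0.68, adjusted p 8.2e-14), cell cycle (-0.38, 1.97e-07), cholesterol synthesis (-0.16, 0.00409) and lysosome (-0.16, 0.0427). Higher were NF-kB targets (0.71, 1.06e-06) and p53 targets (0.32, 2.21e-05). Of the extracellular matrix genes, 20 of 23 had the sign of the median in both KO-labelled lines, as had 24 of 32 cell cycle genes, 15 of 22 NF-kB targets and 20 of 26 p53 targets. For cholesterol synthesis this held for 8 of 21 genes, with a median of 0.00 (-0.00454) in the line labelled KO guide 1 and of -0.35 in the line labelled KO guide 2. For lysosome genes it held for 11 of 24. The shared control libraries raise such counts: over all genes the 2 lines had the same sign in 61.5%, and simulated unchanged lines in 60.9%. Between the control lines, which carried no knockout, the medians were -0.31 for extracellular matrix, 0.18 for cell cycle, 0.20 for NF-kB targets, -0.03 for p53 targets, -0.28 for cholesterol synthesis and 0.00 (0.00109) for lysosome. For cholesterol synthesis this was larger in size than the median between KO and control. Under fry, 4 lists were called, without cholesterol synthesis (0.218) and lysosome (0.238), and camera with an estimated correlation called 0, with smallest adjusted p-values of 0.0734 for extracellular matrix and p53 targets. These alternatives also took the 2 libraries of a line as independent. Camera on line means called 7 lists, the 6 above among them, and fry was not run on line means. The lists were not called for the unfolded protein response and ATF4 targets (0.105), YAP targets (0.111), hypoxia and HIF targets (0.573), interferon-stimulated genes (0.717) and the other annexins (0.717). With the replicate number as a block, the unfolded protein response and ATF4 targets were called as higher (0.0461), as they were with line means (0.0292) and with gene-order windows (0.0426). YAP targets were called as lower with gene-order windows (0.0475). Adjusted over the list alone, 13 extracellular matrix genes, 7 NF-kB targets and 2 genes each of the cell cycle, p53, hypoxia and YAP lists were called, where 3, 1 and 0 were called over all genes for extracellular matrix, NF-kB and each of the others. Camera also called lists between replicate 2 and replicate 1, which does not compare KO with control. Among the 6 lists above, it called NF-kB targets (adjusted p 6.92e-05), lysosome (0.002), extracellular matrix (0.00202) and cell cycle (0.0233), all higher in replicate 2. It did not call cholesterol synthesis (0.0963) or p53 targets (0.131).

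Expression was also compared by chromosome. Between KO and control, 8 of 23 chromosomes had a median log2 fold change beyond 0.1 in size, with -0.35 for chromosome 3 as the lowest and 0.23 for chromosome 8 as the highest. Among genes with a mean value of at least 50 the number was also 8, and it was 5 for each KO-labelled line against both control lines. More chromosomes lay outside the interval that held 99% of the random sets of genes: 13 between KO and control, 10 for KO guide 1, 12 for KO guide 2, 6 between the control lines and 10 between the KO-labelled lines. The median over all tested genes was 0.00 (0.000732). In the line labelled KO guide 1, 6 chromosomes were shifted, 3 lower and 3 higher. Medians were -0.41 for chromosome 21, -0.39 for chromosome 20 and, as the highest, 0.29 for chromosome 8. For the line labelled KO guide 2, 6 were shifted, 3 lower and 3 higher. Medians were -0.48 for chromosome 3, -0.38 for chromosome 9, -0.26 for chromosome 2 and, as the highest, 0.25 for chromosome 16. Between the control lines 4 were shifted, 2 lower and 2 higher. Medians were -0.43 for chromosome 3, -0.37 for chromosome 16 and, as the highest, 0.21 for chromosome 15. Of the 781 genes of chromosome 3, 90.0% were lower in control line 2. Between the KO-labelled lines 7 were shifted, from -0.40 for chromosome 9 to 0.45 for chromosome 20. The shifted chromosomes held 17.1% of the tested genes and 38.7% of the calls between the control lines, and 30.9% of the genes and 55.4% of the calls between the KO-labelled lines. After removal of gene-order windows, 638 genes were called for KO guide 1, 804 for KO guide 2, 146 between the control lines and 373 between the KO-labelled lines. Of the 33 genes called between KO and control, 29 were still called among 48.

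**Figure D4:**
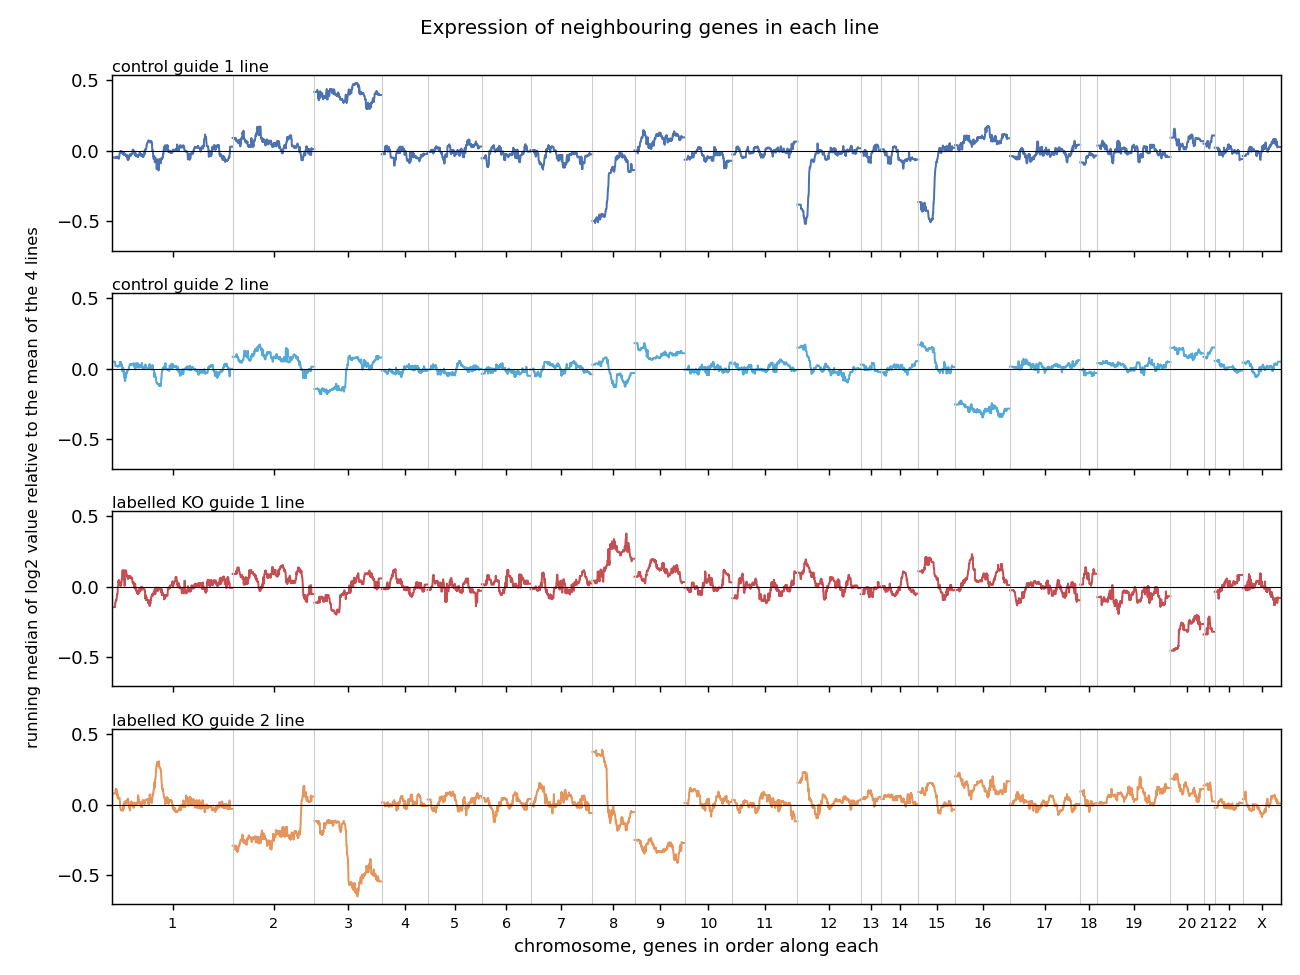
Running median over 51 neighbouring genes of the log2 value of each line relative to the mean of the 4 lines (y axis, log2 units), for 11190 genes in order along chromosomes 1 to 22 and X (x axis). Stretches away from 0 end in steps within or at the ends of chromosomes, as on chromosome 3, where the median was 0.39 in control line 1 and -0.32 in the line labelled KO guide 2; a shift in one line moves the others the opposite way because values are relative to the mean.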

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

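The tests of line differences among the genes that differ between the KO-labelled lines, of ANXA1, of swapped libraries, of a line with the wrong label and of a stable edited transcript were chosen only after the result was seen.

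ANXA4 differed between the KO-labelled lines by 3.998 on the log2 scale (limma adjusted p 0.00014), low in the line labelled KO guide 1 alone. Loss of the chromosome region in that line was argued against by the 10 tested genes on each side of ANXA4, whose median change was -0.16 (-0.1571). Of random sets of 20 genes, 95% lay between -0.19 and 0.20, and 2 of the 20 genes were called lower and 1 higher. Swapped single libraries were argued against because 8 of 8 libraries correlated best with the other library of their own line. Still open is that the whole line labelled KO guide 2 is a control line. The effects of the KO-labelled lines in pairs of lines without a shared library correlated at 0.144, and at 0.164 in the crossed pairs. The value for the differences within arms, -0.0161, is no separate background. Its covariance equals that of the direct pairs minus that of the crossed pairs. Genes called in both members of a pair had the same sign in 166 of 201 (direct), 105 of 138 (crossed) and 29 of 67 cases (within arms). The real split gave 33 genes and the other splits of whole lines at most 1. The values of the direct and crossed pairs and of the real split go against a control line. Within replicate 2, however, the crossed pairs gave only 0.0281, and 4 lines allow too few pairings to decide. Also open is an edit that leaves the transcript stable, since its change of -0.10 in the line labelled KO guide 2 is a count of reads, which carries no sequence. These 2 explanations cannot be told apart with a count table from 4 lines. In the line labelled KO guide 2 the 20 neighbours had a median of -0.41 (95% of random sets between -0.19 and 0.20), with 7 called lower, so ANXA4 was not lower there although its neighbours were.

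A direct test found 975 genes that differed between the KO-labelled lines, and 67 of these also differed between the control lines. Of the genes named in the report, 8 besides ANXA4 differed. The differences, guide 2 minus guide 1 on the log2 scale, were 2.44 for LAMA4, 5.75 for KCNIP1, 2.83 for MYL9, 2.06 for HNF4A, 5.25 for KRT75, -7.32 for PODXL2, -8.65 for ADAM23 and -0.56 for ANXA1. KCNIP1, PODXL2 and ADAM23 were at the floor in one of the lines, so their fitted differences are no bounds. Chromosome-wide shifts were argued against as the whole cause, because 6 of these 9 genes, ANXA4 included, were still called after removal of gene-order windows. These 9 include genes named for their large differences, and of all 975 genes only 338 were still called, so such shifts may account for part of the others. The 3 that were not were LAMA4 (adjusted p 0.0736), HNF4A (0.0678) and ANXA1 (0.369). For ANXA1, on chromosome 9, the difference shrank to -0.24 (-0.2427), so a shift of the whole chromosome may account for much of it. LAMA4 and MYL9, 2 of the 9 genes, also differed between the control lines. With the replicate number as a block 3 of the 9 did, ANXA4 being the third (limma adjusted p 0.014), and the other 6 had adjusted p-values from 0.0789 to 0.978. Differences between lines that have nothing to do with ANXA4 cannot be told apart from effects of a guide, because each guide was represented by a single line. A biological difference between the guides stays open and was not tested.

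Of 46 groups of 4 libraries tested for a single library far from the others, 3 had one, where chance gives about 2.3. In replicate 2 of the line labelled KO guide 2, 13.8% of the reads came from mitochondrial genes, against 6.23% to 6.43% in the other KO-labelled libraries. Replicate 2 was also higher in control line 1 (6.35% against 4.67%) and in control line 2 (9.05% against 6.39%). It was not higher in the line labelled KO guide 1 (6.23% against 6.43%). All 20 mitochondrial genes compared were higher in replicate 2 of the line labelled KO guide 2 than in the other KO-labelled libraries. The median log2 ratio was 1.03, and RNR2 held 4.12% of the reads of that library. A shift of the scaling by these genes was argued against, because leaving them out changed the scaling factor of that library by -0.0654%. The source of the difference was not tested further, and no biological explanation was tested.

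LRATD2 had 949 normalized counts in replicate 2 of the line labelled KO guide 2 and 1635, 1751 and 1679 in the other KO-labelled libraries. ANXA6 had 3515 in replicate 2 of the line labelled KO guide 1 and 2959, 2892 and 2879 in the others. With 3 found and 2.3 expected, neither stands out from chance, and no explanation was tested for either.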

How the results depend on the processing

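The gene-order windows, the removal of GC and length trends, the windows with a replicate block, the lists under block and windows, and leaving out libraries for the differences between control lines and between KO-labelled lines were chosen after seeing the data. The cause was not tested for any change given here unless a cause is named.

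The number of genes called between KO and control was 33 and moved with the treatment of lines. Line means gave 0 genes (1086 at an unadjusted p under 0.05), libraries taken as independent 190 and a separate mean for each line 1474. The quasi-likelihood test of edgeR on recovered reads gave 186 and DESeq2 850. Testing all genes above 0 gave 71. The edgeR, DESeq2, independent, separate-mean and all-gene sets each contained all 33. Leaving out a whole line gave 14 (control line 1), 192 (control line 2), 804 (labelled KO guide 1) and 325 (labelled KO guide 2), of which 6, 29, 33 and 33 were among the 33. Across the 8 fits that each left out 1 library, the count ranged from 7 to 39.

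For single lines, the replicate block gave 3432 genes for KO guide 1, 3851 for KO guide 2, 1752 between the control lines and 3442 between the KO-labelled lines. Gene-order windows gave 638, 804, 146 and 373, of which 576, 711, 139 and 338 were among the genes called without them. Both together gave 2790, 2595, 829 and 2399. Between the control lines, all genes above 0 gave 183 and DESeq2 655. Leaving out single libraries, other than those of the KO-labelled line or pair of lines compared, gave 332 to 1312 genes for KO guide 1 and 813 to 1363 for KO guide 2 (6 fits each), and 104 to 410 between the control lines and 504 to 852 between the KO-labelled lines (4 fits each). The correlation of the effects of the KO-labelled lines ranged from 0.0543 to 0.208 over the 8 fits that each left out 1 library, and from 0.071 to 0.233 for the crossed pairs.

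The ANXA4 change of -2.10 (adjusted p 0.407) was called with a separate mean for each line (-2.10, adjusted p 0.00042), which ignores variation between lines, and without the line labelled KO guide 2 (-4.10, adjusted p 0.00213), where ANXA4 was not lower. It ranged from -2.56 to -1.58 over the single-library leave-outs. In the line labelled KO guide 2, its sign changed to 0.33 with gene-order windows, with and without the block, and ranged from -0.30 to 0.10 over the leave-outs. ANXA2 changed sign with edgeR (-0.0264), with DESeq2 (-0.0264), with gene-order windows with and without the block (-0.15) and without control line 1 (-0.35). ANXA8 was 0.78 without control line 2, ANXA1 -0.17 without the line labelled KO guide 1, and ANXA5 -0.0538 without the line labelled KO guide 2. Over the leave-outs ANXA8 ranged from -0.29 to 0.17, ANXA9 from -0.00563 to 0.43, ANXA5 from -0.0085 to 0.25 and ANXA2 from -0.10 to 0.20. Each of the values with a changed sign had an adjusted p of at least 0.101.

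Of the other comparisons of named genes between KO and control with an alternative, 360 had the same direction and call, 24 lost the call and 7 gained one. The gains were ANXA10 with DESeq2 (6.46e-05), a separate mean for each line (0.0016) and without control line 1 (0.0421), ANXA6 with DESeq2 (0.00101), a separate mean (0.0141) and without the line labelled KO guide 1 (0.0242), and ANXA3 with a separate mean (0.0104). In comparisons of single lines 256 were the same and 2 gained a call. Over the leave-outs, 30 combinations of a named gene and a library left out lost the call. The replicate block took it from AGMO (0.0573), LRATD2 (0.0645) and TNFRSF9 (0.0825), and gave one to ANXA4 between the control lines (0.014) and to the unfolded protein response list (0.0461). It changed no other call of a named gene or list. Camera with an estimated correlation called 0 of the 11 lists, line means 7 and gene-order windows 8. The lists were not refitted with libraries left out. Other pseudocounts and scalings changed no call of a named gene and moved the median of all genes by less than 0.1. Depth limits the genes at the floor, for which folds are given as lower bounds and fitted log2 differences are no bounds.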

Other observations

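The tests of other splits of the libraries for genes and lists, of whole-line splits, of gene-order windows for the called genes, of descent from few cells and of the excess between KO-labelled lines were chosen only after the result was seen.

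The 33 genes called between KO and control were set against other splits of the 8 libraries. Of the 35 splits into 4 and 4, 3 gave as many genes, the real one included. The split of replicate 1 from replicate 2 gave 2052, and the third, which set control line 1 and replicate 2 of control line 2 and of the line labelled KO guide 2 against the rest, gave 641. With the replicate number as a block the real split gave 37, but the other splits were not fitted with it. Without the block, among the 18 splits that part the replicate numbers evenly, only the real one (1) gave as many as 33. The other splits that keep lines whole gave at most 1 gene, but with 3 such splits, differences between lines unrelated to ANXA4 cannot be told apart from an effect of the knockout. The mitochondrial share was argued against, because the called genes had a median of 101.8% of their fold change with it as a covariate, although only 22 of the 33 were then called. Trends on GC content and length were argued against by 33 of 33 genes still called, and chromosome shifts as the whole cause by 29 of 33. For the preset lists, 5 of the 35 splits gave as many called lists, and 3 of the 18 evenly parted splits did. The other splits that keep lines whole called 1 and 2 lists, against 6 for the real one. Chance division of the libraries therefore stays open for both counts, and an effect of ANXA4 loss stays open and untested by these splits.

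Replicate 2 differed from replicate 1 in 2470 genes with line as a block (1260 higher, 1210 lower; limma), and 2385 of them had the same sign in all 4 lines. The largest changes included GPNMB (2.13) and SAA1 (1.66) among rises and EGR1 (-2.04) among falls, chosen after their values were seen. Depth was argued against, because 2447 genes were called after every library was thinned to the depth of the smallest. Mitochondrial genes moving the scaling were argued against by 2471 genes called without them, and GC content and length by 1955 of the 2470 still called. Of the 8 splits that part each line, 1, the real one, gave as many genes and the others gave 0, but 8 splits are too few to exclude a chance division. The labels do not say what the numbers mark, and no biological explanation was tested.

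Shifts over long stretches of chromosomes may reflect copy number differences between the lines, as a hypothesis, since DNA was not analysed here. Chromosome medians of lower expressed genes and of higher expressed genes, which share no gene, correlated across the 23 chromosomes at 0.964 or more in each of the 4 lines. Genes and chromosomes are not independent replicates. Single libraries were argued against, because the medians of the 2 libraries of a line correlated at 0.829 (0.8295) or more. GC content and length were argued against, because 8 chromosomes were still shifted between KO and control after their removal. Steps, located after the values were seen, lay on chromosome 8 between HGSNAT and SPIDR in both control line 1 (-0.48 to -0.09) and the line labelled KO guide 2 (0.35 to -0.11). Values are relative to the mean of the 4 lines, so a step in one line gives smaller opposite steps in the others.

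In 5 cases a gene had at most 3 reads in both libraries of one line and was expressed in the other lines. These were MYL9 in control line 1, MYEOV in control line 2, KCNIP1 in the line labelled KO guide 1, and PODXL2 and ADAM23 in the line labelled KO guide 2. In all 5 cases the libraries of the other lines had at least 63.45 normalized counts, the lowest being for KCNIP1. The reverse, expression in one line alone, was found for 0 genes. Both counts depend on the level taken as expressed. Loss of chromosome segments stays open. Although 0 of the silent genes had a silent direct neighbour, a neighbour counted only if it met the same rule as the 5 genes. A lost neighbour with lower expression elsewhere would be missed, and loss of a single gene would also give 0. Lines that descend from single or few cells may show such genes, but the 5 genes were counted on the pattern itself and decide nothing. No biological explanation was tested.

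The KO-labelled lines differed from each other in 3.26 times as many genes as the control lines (975 and 299). The excess, as a ratio, was smaller with the replicate number as a block (3442 and 1752) and with DESeq2 (1394 and 655). Removal of GC and length trends also made it smaller (963 and 431). It was larger with all genes above 0 (686 and 183), with a mean value of at least 50 (881 and 219) and with equal totals (837 and 226). Copy number differences were argued against as the whole cause, because the ratio was 2.56 (2.555) after removal of gene-order windows. The standard deviation of the log2 difference was 0.615 between the KO-labelled lines and 0.548 between the control lines. With a single pair of lines of each kind, an effect of the guides stays open and was not tested.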
